A study of Rattus norvegicus with 16 samples. Its data were reported in "Gene Expression and MicroRNA Expression Analysis in Small Arteries of Spontaneously Hypertensive Rats. Evidence for ER Stress" (2015).

How the data were processed

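RNA from pooled mesenteric arteries was measured on Agilent rat arrays with 2 colours. Per the labels, the test RNA of each pool was labelled with Cy3 and a common reference, made from RNA of the test samples, with Cy5, and dyes were not swapped. The reference is not a sample of any group. The authors scanned the arrays and extracted spot values with Feature Extraction version 10.7.3.1, and the deposited scanner files hold spot intensity values of both channels with their local background on a linear scale. The authors also deposited a table of log2 ratios of test over reference, 1 column per array, made with normexp background correction, loess and averaging of replicate probes. All columns of that table were assigned to arrays.

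Each array had 62976 features, of which 58717 were not controls, for 30367 probes. Of these probes 13137 were spotted once and 17230 more than once. The median intensity and the median background of each spot were used. Background was corrected with normexp (offset 15), dyes were normalized by loess within each array with control spots given no weight, and the log2 ratio was turned to test over reference. Control spots and spots with a non-uniformity or population outlier flag (602 to 955 per passing array) were left out, and spots of a probe were averaged. No spot was saturated. The ratios rebuilt in this way, with outlier spots kept, correlated with the deposited log2 values at 0.99988 or above on every array, with differences of at most 0.057, which settles the scale and direction of the deposited table.

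The test was limma's moderated test (version 3.58.1, in R 4.3.3), with lmFit and eBayes on all 14 arrays that passed quality control, a factor of the 4 strain and age groups, and a common correlation among arrays of a pool from duplicateCorrelation (0.442). P-values were adjusted by Benjamini-Hochberg over all probes, and a probe was called at an adjusted p under 0.05. Gene sets were tested with roast (9999 rotations, smallest p 1e-04, mean statistic), with 1 probe per gene, the one with the highest mean test signal, and adjustment over 4 set tests. Under fry all 4 set calls held. They also held under camera with its preset correlation of 0.01, but camera took the technical replicate arrays as independent samples. The variance between ages or strains was tested by exact permutation over all splits of the pools. The design, the tests and most alternatives were fixed before the data were examined.

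Probes were named through their accession and a RefSeq gene table of assembly GRCr8, which matched 18355 of the 30367 probes (60.4%). No coordinates are given, since the array was designed on an older assembly. The table gave no name to 3 accessions that the study's text names, and for these the study's name was used. The genes named were fixed by rule: *Thbs4* and *Atf6*, the 5 largest rises and 5 largest falls among probes called in both strain comparisons with the same sign, for each age comparison the 3 largest rises and 3 largest falls among called probes whose pools did not overlap, and genes of the study's own lists where a comparison needed them. A probe was counted as well above background on an array if at least 0.5 of its spots were. The lists of ATF6 targets, matrix genes and markers of adipocytes, red blood cells, mesothelium, lymphocytes, macrophages, endothelium, smooth muscle, fibroblasts, pancreas, Schwann cells and proliferation were written before the data were examined. Markers of sex were not matched to probes, and sex was not checked.

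The fit was tested on simulated data of 3000 probes, 200 of them changed by a log2 change of 1.5. It recovered 99% of the changed probes for SHR vs. WKY at 6 weeks, 97.5% for SHR vs. WKY at 5 months, 96% for maturation in WKY and 99% for maturation in SHR, with false calls making up 2% to 5% of all calls. All simulated probes shared the same correlation among arrays of a pool. These rates therefore do not hold for smaller changes, and cannot show the effect of a common correlation where probes differ in it.

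All arrays lay on 2 slides, each scanned in 1 session, so that slide and scan are the same batch. Each slide held arrays of all 4 groups, and slide was tried as a block. The other alternatives were an offset of 50, the processed signals of Feature Extraction, median centring in place of loess, Aquantile (which leaves log2 ratios as they are and so could change nothing), the test channel alone, no dim probes, outlier spots kept, both failed arrays included, technical replicates averaged, the deposited values, probes of a gene averaged, eBayes with trend and robust, only the compared groups in the fit, the replicate number or the subline as a block, and leaving out each pool in turn. The fit with 1 array per pool, the fit with an adipocyte score as covariate and the set test without Atf6 were chosen after seeing the data.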

Results

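Gene expression in mesenteric arteries was compared between the spontaneously hypertensive rat (SHR), an inbred strain that develops high blood pressure with age, and the Wistar-Kyoto rat (WKY), its normotensive counterpart. Animals were 6 weeks or 5 months old, ages that precede and follow the rise in pressure in SHR. Each strain was represented by 3 sublines, and each RNA sample was a pool of vessels from several animals of 1 subline at 1 age. The 12 pools were hybridised on 16 arrays, each against the same reference RNA, and 4 of the SHR pools were placed on a second array as technical replicates. Of the 16 arrays, 2 are marked in the labels as failing quality control (SHR/NHsd and WKY/NHsd, both at 5 months), which left 14 arrays from 10 pools. These were 3 pools of WKY at 6 weeks (3 arrays), 2 pools of WKY at 5 months (2 arrays), 3 pools of SHR at 6 weeks (5 arrays) and 2 pools of SHR at 5 months (4 arrays). The number of pools, not of spots, limits the precision. On the 14 arrays, between 65.4% and 71.9% of the spots were well above background in the test channel. The median test intensity per array ranged from 149.5 to 204 units. Values are log2 ratios of test over reference RNA, changes are differences between group means of these ratios, and n is the number of pools.

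Technical replicates resembled each other more than pools of the same group did. Over all probes, the correlation of log2 ratios between 2 arrays of a pool was 0.487 to 0.669, against 0.04 to 0.395 for arrays of different pools of one group and −0.123 to 0.376 for arrays of different groups. None of the arrays was identical to another. The first question was how far age and strain separate the samples as a whole. Age accounted for 13.9% of the summed variance of 30359 scaled probes, where the average over all 210 splits of the 10 pools was 11.1% (one-sided exact permutation p = 0.1). Strain accounted for 14.3% (one-sided exact permutation p = 0.0635, 252 splits). Neither separation exceeded what other splits of the pools gave at the 0.05 level, although the design allowed p-values down to 0.00476 and 0.00794. The first principal component held 20.1% of the variance and did not order the pools by age, since WKY pools of 6 weeks lay at both of its ends (−101.5 for WKY/NTac and 149 for WKY/NHsd). On the second component, with 16.2% of the variance, the ages lay apart within each strain: the WKY pools scored 93.6 and 122.7 at 5 months and −25.4 to 25.7 at 6 weeks, and the SHR pools −8.8 and 25.5 at 5 months and −94.9 to −51.7 at 6 weeks. The ranges of the ages overlapped across strains. Without the WKY/NTac pool of 6 weeks both passed the threshold (exact permutation p = 0.0317 for age and p = 0.0159 for strain).

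The next question was which genes change upon maturation. Of the 30367 probes tested, 55 were differentially expressed in WKY at 5 months vs. 6 weeks (10 higher, 45 lower), and 317 in SHR (109 higher, 208 lower), as shown in the plot of called probes. All of them had pools that did not overlap between the ages, in both strains. The excess of falls rested on single pools. Without the WKY/NCrL pool of 5 months, 17 probes were higher and 6 lower in WKY, and without the SHR/NCrL pool of 5 months, 84 were higher and 54 lower in SHR. The count also depended on how the technical replicates entered the fit. With the arrays of each pool averaged, 15 probes were called in WKY and 7 in SHR. Called in both strains with the same sign were 31 probes (8 higher, 23 lower), where 0.287 would be expected by chance, and no probe was called with opposite signs. Among the 341 probes called in at least 1 strain, 310 changed in the same direction in both. The age changes of the 2 strains shared no array, and their correlation over all probes was 0.382. The genes are not independent replicates. Averaged over the strains, 514 probes changed with age (162 higher, 352 lower). The excess of falls in this average also shrank without the WKY/NCrL or the SHR/NCrL pool of 5 months.

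**Figure D1:**
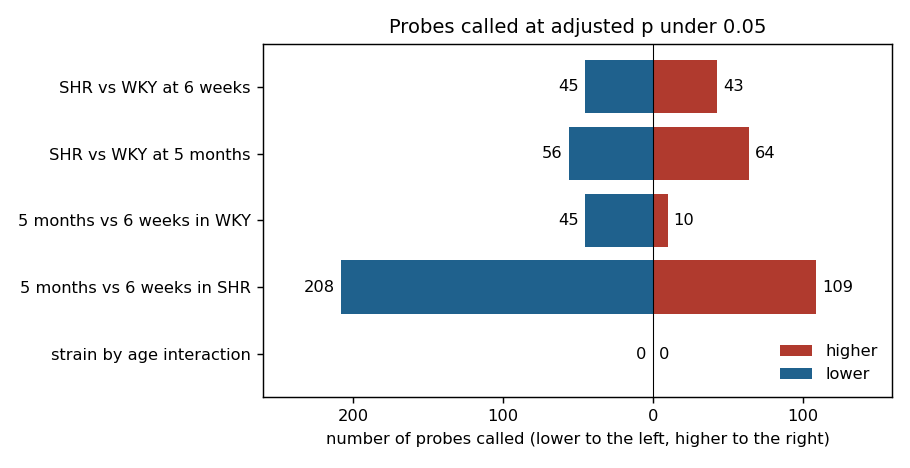
Number of probes called at an adjusted p under 0.05 in each comparison (horizontal axis, probes; bars to the right are higher and bars to the left lower in the first-named group). Upon maturation 317 probes were called in SHR and 55 in WKY, and the strain by age interaction called 0.

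In WKY, the largest rises were those of *Cxcl14* (NM_001013137), *Ccl5* (NM_031116) and *Fmo2* (NM_144737). The log2 ratio of *Cxcl14* went from −1.87 ± 0.85 (SD, n = 3) to 1.53 ± 0.28 (SD, n = 2), a 10.5-fold rise (log2 change 3.40, SE 0.41, limma adjusted p = 0.00303). *Ccl5* rose 6.92-fold (log2 change 2.79, SE 0.40) and *Fmo2* 4.77-fold (log2 change 2.25, SE 0.36). With single pools left out, the log2 change was 1.94 to 3.65 for *Ccl5* and 1.48 to 3.03 for *Fmo2*. The largest falls were those of *Col1a1* (NM_053304), *Knstrn* (NM_001004264) and *Col3a1* (NM_032085). *Col1a1* went from 0.06 ± 0.64 (SD, n = 3) to −2.55 ± 0.72 (SD, n = 2), which is 6.11-fold lower (limma adjusted p = 0.00936). *Knstrn* was 5.09-fold lower (log2 change −2.35) and *Col3a1* 4.86-fold lower (log2 change −2.28). Their log2 changes with single pools left out were −3.04 to −1.66 and −2.58 to −1.99.

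In SHR, the largest rises were those of *Esm1* (NM_022604), *Pla2g2a* (NM_031598) and *Dio3* (NM_017210). *Esm1* went from −1.56 ± 0.20 (SD, n = 3) to 1.55 ± 0.69 (SD, n = 2), an 8.79-fold rise (log2 change 3.14, SE 0.48, limma adjusted p = 0.00683). *Pla2g2a* rose 8.70-fold (log2 change 3.12, SE 0.67) and *Dio3* 7.17-fold (log2 change 2.84, SE 0.41). The largest falls were those of *H19* (NR_027324), which was 10.3-fold lower, *Apod* (NM_012777), 6.83-fold lower, and *Elovl6* (NM_134383), 5.68-fold lower. Their log2 changes were −3.37, −2.77 and −2.51. With single pools left out, these were −3.80 to −2.96, −3.31 to −1.99 and −3.22 to −1.80. The adjusted p-values of these falls ranged up to 0.0329 (limma).

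Whether maturation differs between the strains was tested directly with the strain by age interaction. The limma fit called 0 probes, and 1250 probes had an unadjusted p under 0.05, where 1518 would be expected by chance. An empirical Bayes step with trend and robust settings also called 0. Subline as a block called 1 probe, and some fits with a single pool left out called a few. The replicate number as a block called 36, although these numbers do not pair the samples. Of the 13 genes that the study listed as specific for maturation of one strain, 12 were called in SHR and 1 in WKY over all probes, and 0 were called for the interaction over all probes. Adjusted over the list alone, 11 of the 13 passed for the interaction, which is not independent evidence because the list was chosen on these samples. *Dio3* showed the largest positive difference, with a log2 change 2.25 higher in SHR than in WKY (SE 0.63). *Myoc* (NM_030865) showed the largest negative difference (−2.20, SE 0.59). With single pools left out, these differences were 1.26 to 3.24 and −2.52 to −1.59. Other genes of the list then reached more extreme values (*Esm1* 3.35, *Pla2g2a* 3.58, *Apod* −2.83), so neither the sizes nor the ranking are firm. In WKY the pools of 5 months differed widely for several of these genes, as in *Esm1* (−0.68 ± 2.07, SD, n = 2) and *Dio3* (−1.24 ± 1.40, SD, n = 2). The rise seen in one strain alone is therefore not shown to differ between strains over all probes.

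**Figure D2:**
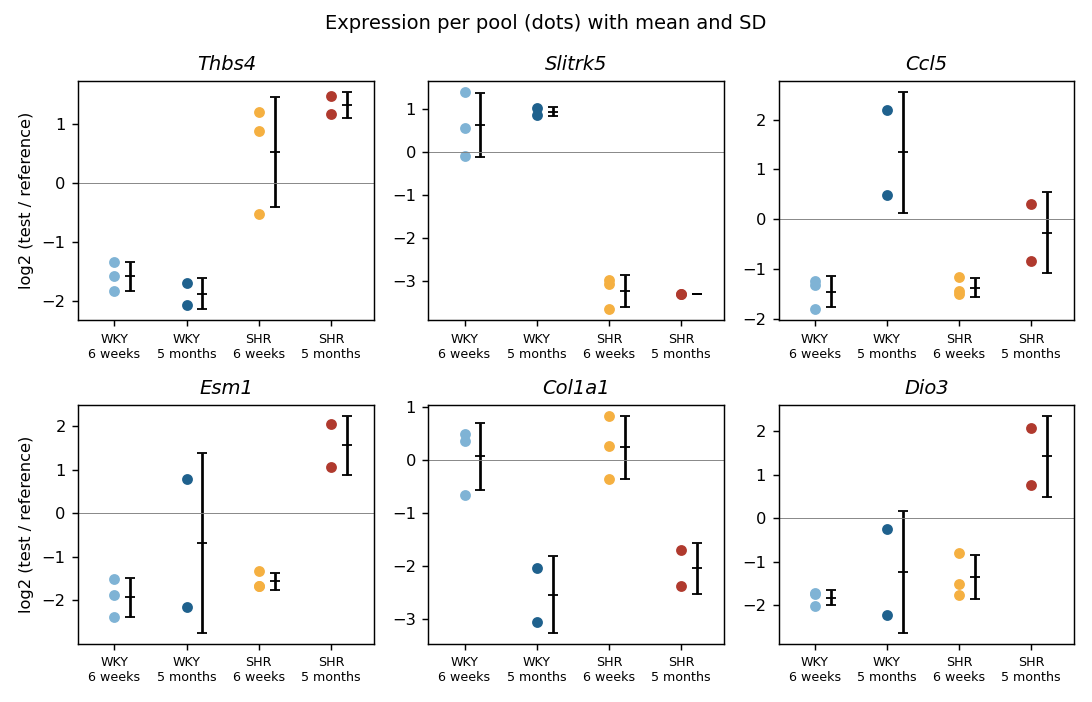
Log2 ratio of test over reference RNA (vertical axis) for 6 genes in each pool (dots, technical replicates averaged) of the 4 groups (horizontal axis), with group mean and SD beside the dots. *Col1a1* fell with age in both strains, while the WKY pools of 5 months lie far apart for *Esm1* (−0.68 ± 2.07).

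The study's text states that matrix genes fall with maturation. Of a list of 15 arterial matrix genes written before the data were examined, 11 were matched to probes. All 11 had lower values at 5 months in WKY (mean log2 change −1.26, median −1.10; limma roast, adjusted p = 0.0036) and 10 of 11 in SHR (mean −1.16, median −0.98; limma roast, adjusted p = 0.0036). Over all probes, 3 of the 11 were called in WKY and 8 in SHR. Adjusted over the list alone, 10 were called in each strain. *Fn1* was the gene that did not fall in SHR (log2 change 0.43), and in WKY it was level (−0.01). It was called in neither strain. These calls also held under fry, with adjusted p = 0.00156 in both strains (limma).

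The second axis of the design is the comparison of the strains. At 6 weeks, 88 probes were differentially expressed in SHR vs. WKY (43 higher, 45 lower), and at 5 months 120 (64 higher, 56 lower). With the arrays of each pool averaged these counts were 26 and 11. Of the probes called, 39 were called at both ages with the same sign (18 higher, 21 lower), where 0.174 would be expected by chance, and none with opposite signs. Of the 169 probes called at either age, 161 had the same direction at both. Averaged over the ages, 398 probes differed between the strains (204 higher, 194 lower).

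Among probes called at both ages, the largest rises in SHR were those of *Thbs4* (NM_017133), *RT1-CE10* (NM_001008833), *Pcmtd1* (NM_001257345), *Enpp1* (NM_053535) and *RT1-CE3* (NM_001008841). *Thbs4* was 4.19-fold higher in SHR at 6 weeks (log2 change 2.07, SE 0.33, limma adjusted p = 0.0121) and 9.18-fold higher at 5 months (log2 change 3.20, SE 0.40, limma adjusted p = 0.00298). Its log2 ratios at 5 months were −1.88 ± 0.26 (SD, n = 2) in WKY and 1.32 ± 0.22 (SD, n = 2) in SHR. *RT1-CE10* was higher at 6 weeks (log2 change 2.48, 2 of 3 WKY arrays well above background) and 6.38-fold higher at 5 months. *Pcmtd1* was 5.47-fold and 4.72-fold higher, and *Enpp1* 3.22-fold and 2.91-fold, at 6 weeks and 5 months. The study's RT-PCR at 5 months, in WKY/NTac and stroke-prone SHR, showed no rise of *Pcmtd1* or *Enpp1*, while it did for *Thbs4*. For *RT1-CE3* the log2 changes were 1.59 and 1.32. A second probe of *Pcmtd1* changed the other way (−0.38 at 6 weeks and −0.37 at 5 months on the log2 scale, neither called), so the rise of this gene rests on 1 probe. Genes of the RT1 family are near-identical copies and their probes are uncertain in the same way.

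The largest falls in SHR were those of *Slitrk5* (NM_001107284), *Hba-a3* (NM_001013853), *RT1-Bb* (NM_001004084), *Mettl24* (NM_001025038) and a probe with no gene name (A_64_P021924). Where no array of a group had a probe well above background, its fold change is given as a bound, taken from the test channel and open to dye bias because dyes were not swapped. No fold is given where that bound exceeded the change in log2 ratio. Where only some arrays of a group had it well above background, the log2 change is given and its size is uncertain. *Slitrk5* was lower in SHR at 6 weeks (log2 change −3.83, 4 of 5 SHR arrays well above background), and was not well above background in SHR at 5 months. *Hba-a3* was not well above background in SHR at either age. *Mettl24* was lower at 6 weeks (−1.93, 2 of 5 SHR arrays) and at least 6.76-fold lower at 5 months. *RT1-Bb* was lower with this probe at 6 weeks (−2.08, 4 of 5 SHR arrays) and 5 months (−3.12, 2 of 4 SHR arrays; −4.27 to −1.97 with single pools left out), and a second, brighter probe of the gene was higher in SHR (log2 change 1.97 and 1.68, neither called), so no direction is given for the gene. The unnamed probe was lower at 6 weeks (−2.59, 2 of 5 SHR arrays) and at least 4.24-fold lower at 5 months. Of the 17 genes that the study listed for this comparison, 12 were called at 6 weeks and 12 at 5 months over all probes, with 1 probe per gene. Adjusted over the list alone these were 16 and 15, which is again not independent evidence. The probe with the highest signal was used, and for *RT1-Bb*, *RT1-CE5* and *RT1-T24-1* a second probe was called where this one was not. Counting any probe of a gene, 15 of the 17 were called at each age.

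A set of target genes of ATF6, a transcription factor of the endoplasmic reticulum stress response, was compared between the strains because the study examined this pathway. By western blot of aorta from the same animals, the study reported more THBS4, cleaved (active) ATF6 and MANF protein in SHR. For PDI it found a tendency that was not significant. The arrays measure mRNA and cannot show cleavage of ATF6, and *Manf* was not matched to a probe. Of 24 genes written down before the data were examined, 22 were matched, among them *Atf6* itself, which is not a target. At 6 weeks, all 21 targets were higher in SHR and *Atf6* was lower (over the 22 genes, mean log2 change 0.20, median 0.22; limma roast, adjusted p = 0.00747), and at 5 months 17 of the 21 targets were higher (over the 22 genes, mean 0.20, median 0.19; limma roast, adjusted p = 0.0166). No gene of the set was called over all probes at either age. Adjusted over the list alone 5 were called at 6 weeks (4 targets and *Atf6*) and 1 at 5 months. With *Atf6* left out of the list, the set stayed past the threshold (limma roast, adjusted p = 0.006 and 0.0162). *Atf6* itself (NM_001107196) was lower in SHR with its brighter probe, without being called over all probes (log2 change −0.75, SE 0.23, limma adjusted p = 0.311 at 6 weeks; −0.59, SE 0.28, limma adjusted p = 0.647 at 5 months). A second probe of *Atf6* showed almost no difference (0.06 and 0.07). With median centring in place of loess, the set was no longer past the threshold (limma roast, adjusted p = 0.12 at 6 weeks and 0.232 at 5 months). At 5 months it also fell short with the failed arrays included, technical replicates averaged or 1 array per pool (limma roast, adjusted p = 0.0665, 0.0672 and 0.074). The call at 5 months leaned on the WKY/NCrL pool. The mean log2 ratio of the 22 genes was −0.25 in that pool, 0.04 in WKY/NTac, 0.07 in SHR/SP and 0.13 in SHR/NCrL.

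**Figure D3:**
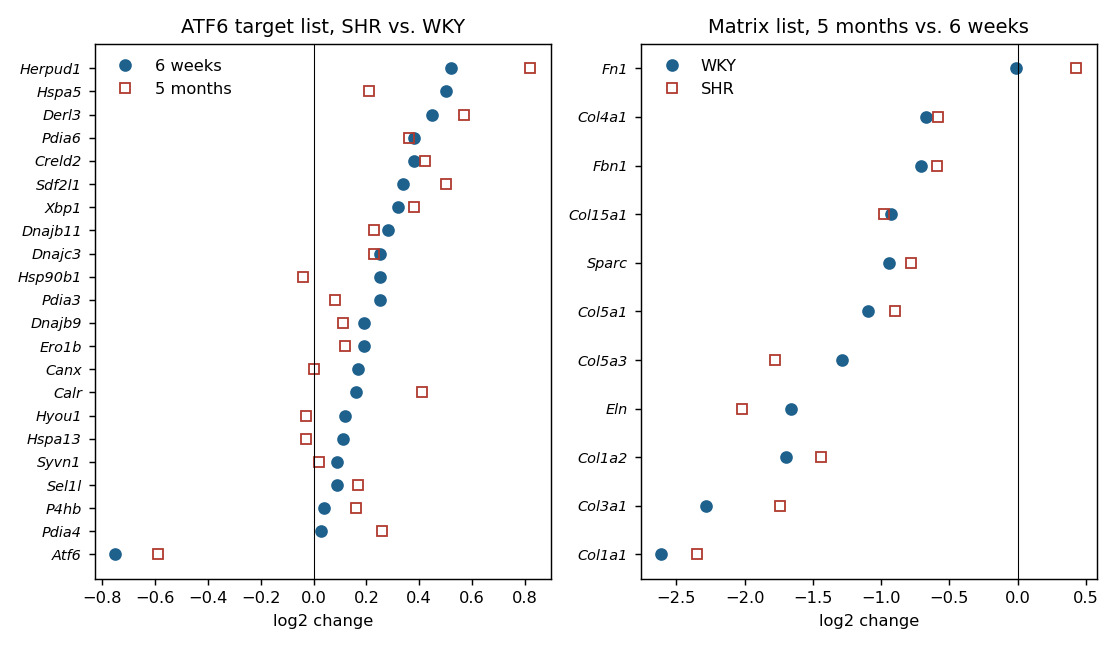
Log2 change (horizontal axis) of each gene (vertical axis) of the ATF6 target list in SHR vs. WKY at 6 weeks (filled circles) and 5 months (open squares), and of the matrix list at 5 months vs. 6 weeks in WKY (circles) and SHR (squares). At 6 weeks all 21 ATF6 targets were higher in SHR and *Atf6* itself was lower. All 11 matrix genes had values below 0 in WKY, although *Fn1* was level (−0.01).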

Values the study reported

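The study tested 30367 genes and reported 55 that differed between 6 weeks and 5 months in WKY, 313 in SHR and 31 shared by the strains. Between SHR and WKY it reported 87 genes at 6 weeks, 115 at 5 months and 39 at both ages. For Thbs4 it gave fold changes of 4.2 at 6 weeks and 9.2 at 5 months. For its set of ATF6 targets it gave p-values of 0.003 at 6 weeks and 0.04 at 5 months.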

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

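Of the tests in this part, those on technical replicates and on labelled RNA in the failed arrays were chosen after the result was seen.

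Age changes of the genes that the study listed for maturation of one strain differed between the strains for 11 of 13 genes, adjusted over the list alone. The list was chosen on these samples, and over all probes the interaction called 0. The wider pattern is that more probes were called at maturation in SHR (317) than in WKY (55). Technical replicates existed in SHR only. With 1 array per pool the counts were 9 in SHR and 14 in WKY, so the excess in SHR was gone. The count in WKY, where no array was removed, fell as well. This fit therefore cannot tell an effect of the extra SHR arrays from a general loss of calls. The study also reported more miRNAs changing with maturation in SHR than in WKY, and described double hybridisation for its mRNA experiment. The WKY/NTac pool of 6 weeks was argued against as the whole cause, because without it 114 probes were called in WKY and 444 in SHR. A larger age change in SHR stays open: the root mean square log2 change was 1.142 times that in WKY with 1 array per pool, and the interaction called nothing. Strain itself, the biological difference in the design, cannot be told apart from these with 2 pools per strain at 5 months.

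Both arrays that failed quality control lie outside the comparisons. The log2 ratio of test over reference of the spike-in controls stood higher above that of the probes on both of them (1.219 and 1.73) than on all 14 passing arrays (0.143 to 0.847). Only 60.4% and 56.5% of spots, in the same order of arrays, were well above background, against at least 65.4%. The study's text states that spike-ins were mixed with the test RNA before amplification and labelling. The values thus point to less labelled test RNA relative to the spike-ins. Loading less of the labelled mix would lower both alike. Whether the amount or the quality of the RNA was the cause was not tested. No biological explanation was tested.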

How the results depend on the processing

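The fit with 1 array per pool, the fit with an adipocyte score and the set test without Atf6 were chosen after seeing the data. A count is called close when it is within 1.5 times the count reported. The cause of each change below was not tested unless stated.

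Both matrix gene sets kept their direction and stayed past the threshold under every alternative run, with adjusted p up to 0.03. The ATF6 set at 6 weeks did so except under median centring (0.12). At 5 months the ATF6 set lost significance under median centring (0.232), with the failed arrays included (0.0665), with technical replicates averaged (0.0672) and with 1 array per pool (0.074). It also fell short without the WKY/NCrL or the SHR/NCrL pool of 5 months, fits that leave 1 pool in a group. The variance shares kept their side of the threshold under all processing alternatives. Outlier spots kept, the deposited values, dim probes left out, probes of a gene averaged, slide as a block, and eBayes with trend and robust left every count close.

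With an offset of 50 the counts were 152 and 217 for the strain comparisons at the younger and older age, 87 and 496 for maturation in WKY and SHR, 647 and 790 for the strain and age averages, and 64 and 51 for the overlaps of the strain and of the age comparisons. In the same order, Feature Extraction processed signals gave 57 and 24, 29 and 90, 218 and 304, and 18 and 17. Median centring gave 49 and 42 for the strains, 115 for maturation in SHR, 223 and 303 for the averages, and 17 and 20 for the overlaps. It changed the split of the strain overlap from 18 higher and 21 lower to 6 higher and 11 lower. The test channel alone gave 177 at 6 weeks, 93 for maturation in WKY, and overlaps of 61 and 51. Only the compared groups gave 51 and 52 for the strains, 0 for WKY and 523 for SHR.

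With the failed arrays included the counts were 17 and 17, 13 and 94, 121 and 260, and 7 and 7. With technical replicates averaged they were 26 and 11, 15 and 7, 130 and 146, and 8 and 7. With 1 array per pool they were 21 and 10, 14 and 9, 126 and 104, and 6 and 6. These settings leave fewer arrays or add arrays of low signal. With an adipocyte score as covariate, maturation in WKY rose to 108 and in SHR fell to 9, the averages were 601 and 225, and the overlap of the age comparisons was 8.

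Replicate numbers are shared by pools of different sublines. The correlation of deviations from the group means was over 0.1 in 5 of 12 same-numbered pairs (−0.14 to 0.394), so the numbers do not pair the samples. With the replicate number as a block the counts were 217 for SHR vs. WKY at 6 weeks, 901 for maturation in SHR, 36 for the interaction, 925 for the age average and 49 for the overlap of the age comparisons. No set call changed under this block. Pools of one subline at both ages were correlated over 0.1 in 1 of 4 pairs, and subline as a block called 1 probe for the interaction.

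Leaving out each pool in turn gave 36 to 91 probes for SHR vs. WKY at 6 weeks (lowest without SHR 6 weeks replicate 3), 10 to 162 at 5 months (lowest without SHR 5 months replicate 2), 22 to 114 for maturation in WKY (highest without WKY 6 weeks replicate 1), 12 to 465 in SHR (lowest without SHR 5 months replicate 2), 0 to 4 for the interaction, 158 to 474 for the strain average, 217 to 807 for the age average, 7 to 48 for the strain overlap and 7 to 62 for the age overlap. Adjusted p ranged from 4e-04 to 0.0282 for the ATF6 set at 6 weeks, 8e-04 to 0.349 at 5 months, 4e-04 to 0.0177 for matrix genes in WKY and 4e-04 to 0.0176 in SHR. The variance share by age was 14.1% to 16.8% and by strain 14.5% to 17.4%, both highest without WKY 6 weeks replicate 1. With fewer pools the share expected of any split is larger, so these shares do not compare with those of all pools. The permutation p passed 0.05 without that pool alone (0.0317 for age and 0.0159 for strain). Directions also turned. Maturation called 17 higher and 6 lower in WKY without WKY 5 months replicate 1, and 84 higher and 54 lower in SHR without SHR 5 months replicate 3. SHR vs. WKY at 5 months had 6 higher and 18 lower without WKY 5 months replicate 1. The near-even splits of the strain comparisons changed side under many other settings as well. Where 1 pool of a group remained, it was assumed to vary like the other groups.

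For named genes, 1620 of the values under alternatives kept direction and side of the threshold, 233 fell short of it, 10 passed it and 32 changed sign. Signs changed mostly where no change was called. Leaving out pools gave log2 changes in WKY of −0.64 to 0.09 (Ltbp2), −0.58 to 0.37 (Mgst1), −1.45 to 0.06 (Apod), −0.49 to 0.07 (Myoc), −0.19 to 0.53 (Aqp7), −0.07 to 0.41 (Dpp4), −0.40 to 1.58 (Dio3), −0.22 to 2.70 (Esm1), −0.46 to 3.12 (Pla2g2a) and −0.31 to 1.73 (Olr1). For the interaction of Pla2g2a it gave 0 to 3.58, and for RT1-T24-1 at 6 weeks −0.22 to 0.55. With the failed arrays Mgst1, Apod and Myoc stood at 0.71, 0.37 and 0.75 in WKY, and with median centring Mgst1 at 0. Second probes went the other way for Atf6 (0.06 and 0.07), Pcmtd1 (−0.38 and −0.37), RT1-CE5 (−1.30 and −2.24), RT1-T24-1 at 6 weeks (−1.59) and RT1-Bb (1.97 and 1.68 against −2.08 and −3.12).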

Other observations

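Of the tests in this part, the matching of probe pairs on size, the matrix list in the WKY/NTac pool, the fit with an adipocyte covariate, the strain by age test of the adipocyte markers and the correlation and marker changes without the WKY/NTac pool were chosen after the result was seen. The others were set down before their own result was seen.

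The adjusted p of the ATF6 set was 0.00747 at 6 weeks and 0.0166 at 5 months. The first is higher and the second lower than the values quoted from the study above, and the gene list differs. A difference between slides was argued against, since the set stayed past the threshold with slide as a block (adjusted p = 0.0157 at 6 weeks, limma roast).

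Probes called at maturation in SHR may reflect how much fat stayed with the vessels. All 9 adipocyte markers matched were lower at 5 months in SHR (median log2 change −1.43), led by abundant ones such as Adipoq (−1.92) and Fabp4 (−1.81). In WKY they had no common direction over all pools (4 higher, 5 lower, median −0.03), but this rested on the WKY/NTac pool of 6 weeks: without it 8 of 9 were lower (median −0.64), so the contrast with SHR is not firm. Across the 5 WKY pools, within each age, the 192 bright probes that fell in SHR followed the adipocyte score with a median correlation of 0.769, where random probes of like signal gave −0.225 to 0.216. The 89 that rose had −0.355 (random −0.34 to 0.295). That result leaned on the WKY/NTac pool of 6 weeks, which had the lowest score and lay toward 5 months for other probes too. With SHR calls from SHR arrays alone and without that pool, the 310 probes that fell had a median correlation of 0.453 (random −0.121 to 0.221), against 0.767 with it. The 148 that rose went from −0.278 with it to 0.34 without it (random −0.203 to 0.282), so their sign turned on that pool and falling and rising probes then moved alike. This second condition was added after the values were seen. With 4 pools, fat and age state cannot be told apart by this test. The age change of the adipocyte markers itself was not shown to differ between the strains (limma roast, 0.0627). With the score as a covariate 9 probes were called in SHR and 108 in WKY, but in SHR the score separates the ages, so this fit cannot divide fat from age. Whether SHR lose fat around the vessel with age or the dissection differed stays open.

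Other marker lists moved in SHR as well. Median log2 changes with age were −1.05 for Schwann cells, −0.72 for red blood cells, −0.48 for mesothelium, −0.43 for endothelium, −0.26 for fibroblasts, −0.72 for proliferation, −0.05 for pancreas, 0.01 for macrophages, 0.03 for lymphocytes and 0.17 for smooth muscle. In WKY, in that order, they were −0.62, −0.31, −0.18, −0.16, 0.15, −1.06, 0, −0.03, 0.07 and 0.10.

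Probe calls between the strains may partly reflect sequence variants under single probes, which would change hybridisation and not expression. Age calls served as the comparison, since both ages share most sublines. The NHsd sublines passed at 6 weeks alone, so a variant in them can add to age calls too. A second probe of the same gene showed at least 0.5 of the change in 61.5% of pairs for strain calls and 88.5% for age calls (Fisher's exact test, p = 5.52e-05). Pairs of one gene were counted repeatedly there and age calls were larger. With 1 pair per gene, 28 of 56 genes showed the change for strain calls and 56 of 65 for age calls, and the difference held when pairs were matched on size (exact conditional test, p = 6.41e-06). Splicing or near-identical genes differing between strains would look the same. Differences inherited in blocks of neighbouring genes could not be told apart from chance: 21.6% of genes called by strain had another called gene within 5 genes, against 16.5% in random sets (permutation p = 0.0528), and age calls showed a like excess (27.0% against 21.3%, permutation p = 0.0263).

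The WKY/NTac pool of 6 weeks lay toward the pools of 5 months. On an age score built from SHR arrays alone it scored 0.21, against −0.76 and −0.48 for the other WKY pools of 6 weeks and 0.70 and 0.84 for the WKY pools of 5 months. A swap with the WKY/NTac pool of 5 months was argued against, since that pool scored 0.70, far above the 6-week pools, although it did not reach the 0.84 of the other WKY pool as the outcome written beforehand required. A plain error in its age was argued against by the score of 0.21, below all pools of 5 months. It had the lowest adipocyte level of the 10 pools (−1.28). Little fat may thus contribute, but its matrix genes (−0.35) were also below those of all other 6-week pools. The outcome written for this test counted that against fat. The reading was relaxed after the value was seen, because stroma of fat also expresses matrix genes, and the explanation is left open.

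Chance was tested with other splits of the pools, in a simpler fit on 1 mean per pool that calls fewer probes (168 for the strain average, 160 for the age average and 12 for the strains at 6 weeks). For the strain average 1 of 100 drawn splits, the real one, gave as many calls, and for the age average 2 of 100. With pools taken as independent, this argues against chance at the 0.05 level, although the variance shares did not pass that level. The splits broke up the sublines, and sublines do not cross strains. For strain they therefore cannot exclude chance differences among sublines. The other split of the age test gave 205 calls against 160 in this fit. It set 4 pools of 6 weeks, all with adipocyte levels above 0.1, apart from the rest and followed neither slide. For SHR vs. WKY at 6 weeks the real split alone of 10 gave as many calls, but 10 splits cannot exclude chance.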
